A study of Mus musculus with 2 samples. Its data were reported in "H19 lncRNA alters DNA methylation genome wide by regulating S-adenosylhomocysteine hydrolase" (2015).

How the data were processed

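CpG methylation was measured by reduced representation bisulfite sequencing, in which genomic DNA is digested with methylation-insensitive restriction enzymes, size-selected, treated with bisulfite and sequenced, so that reads pile up on the CpG-rich ends of short fragments. Bisulfite turns unmethylated cytosine into uracil, which is read as T, while methylated cytosine is still read as C. The enzymes were MspI, which recognises CCGG, and TaqαI, which recognises TCGA. The DNA came from mouse myoblasts differentiated into myotubes, the multinucleate muscle cells that form in culture, and transfected with a small interfering RNA against the long non-coding RNA H19 (siH19) or with a control small interfering RNA (siCon). Groups were taken from the sample labels. There was 1 library per group.

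The deposited files held 1 entry per CpG cytosine and strand. Per the methods, the authors aligned reads with Bismark in its non-directional mode inside a service provider's pipeline, removed filled-in nucleotides when calling methylation, and computed each level as reads with C over reads with C or T. The main values of the deposited files were in another unit than a plain number: a text field with methylated reads, total reads and a rounded percentage. The authors also gave a score, the methylated fraction on a scale up to 1000 and rounded down, which was used here only to check that the counts had been parsed. It matched the counts in 100% of entries of both libraries. Counts were raw, with no normalization between libraries. Removal of duplicate reads was not stated.

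The genome build was not stated for this assay. All 6041473 cytosine positions on assembled chromosomes fell on CpG cytosines of GRCm38, and that build was used for every coordinate, counted from 1. Genes came from the GENCODE vM21 basic annotation, with 55450 genes. CpG islands were computed from the genome sequence as stretches of at least 200 bp with at least 50% GC and an observed to expected CpG ratio of at least 0.6, which gave 75059 islands. A promoter was the window within 1 kb of the transcription start. The restriction fragment around each cytosine was derived from the positions of CCGG and TCGA in the genome. "Restriction-site cytosines" are the CpG cytosines inside CCGG or TCGA.

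Cytosines with at least 5 reads in each library were compared, with the strands kept apart. Levels were given per library as the share of methylated reads summed over cytosines (read-weighted) and as the mean of the cytosines' own levels (unweighted), with Wilson 95% binomial intervals. Intervals cover counting error only, since reads without molecular identifiers are not independent molecules. Each cytosine was tested by a two-sided Fisher's exact test of methylated against unmethylated reads, siH19 against siCon, with Benjamini-Hochberg adjustment over all cytosines. A strongly changed cytosine had a p-value under 0.05 and a difference of at least 33 percentage points. With 1 library per group, the test compares 2 libraries and not 2 conditions, and no difference between cultures can be separated from the knockdown. The number of calls that read sampling alone would give was simulated by drawing methylated reads in both libraries from each cytosine's pooled level at its real depths. The technical spread was measured by applying the same test to the plus and minus cytosines of a CpG within 1 library.

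Promoters, CpG islands and 1 kb tiles with at least 5 covered cytosines were tested by Fisher's exact test on summed reads, and called at an adjusted p-value under 0.05 with a difference of at least 10 points. A quasi-binomial test that treats cytosines as the units was an alternative. Lists of genes were fixed in advance: the 6 genes followed up by the study, 15 imprinted genes and 12 methyl-cycle and methyltransferase genes. Mean differences over a list were tested by exact two-sided sign flips over the genes. The named promoters and islands were the 3 with the largest difference in each direction among the called ones with at least 10 covered cytosines and the same direction on both strands. The named CpGs were the 3 with the lowest Fisher p-value in each direction among CpGs with at least 10 reads per strand and library, a strongly changed cytosine and the same direction on both strands.

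The tests were tried on simulated data. Of 200 cytosines changed by 50 points at the real depths, 83% were recovered as strongly changed. Of 200 regions changed by 25 points with overdispersed reads, Fisher's exact test on summed reads recovered 98% and the quasi-binomial test 8%, while among unchanged regions 21.6% and 5.29% had a p-value under 0.05. The quasi-binomial test therefore had little power in these simulated regions. Their depths were drawn at random, and they had fewer cytosines than the median tested promoter (36) or CpG island (20). Its power in the real regions was not measured.

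Alternatives chosen before the data were examined were stricter read minimums, summed strands, the removal of the deepest cytosines, of restriction-site cytosines and of soft-masked repeats, autosomes alone, equalised depth, other thresholds, other windows, unweighted means, the quasi-binomial test and a beta-binomial test with the overdispersion of the strand comparison. The beta-binomial test was changed after its first result was seen. Its first form ordered possible outcomes by their probability, as Fisher's test does. At the overdispersion of 0.531 that the strand comparison gave, outcomes alike in both libraries are the improbable ones, and that form gave 496763 cytosines with a p-value under 0.05, with a median difference of 2.80 points. The form used here orders outcomes by the size of the difference and gave 0 cytosines. It was not shown able to call a change at that overdispersion, so its count is not read as evidence. A second overdispersion, 0.0313, was taken from CpGs outside the restriction sites after the data had been seen. Both libraries were analysed in full; the RNA sequencing of the series was not used here. Calculations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9.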

Results

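DNA methylation at single CpG cytosines was profiled in 2 libraries of mouse myotubes, 1 transfected with siCon and 1 with siH19. There were no replicates, so no value below has an error between cultures, and intervals are Wilson 95% binomial intervals of the read counts. The siCon library covered 5453019 cytosines with 104999613 reads summed over cytosines and a median depth of 12. The siH19 library covered 5266846 cytosines with 106372792 reads and a median depth of 13. At least 1 strand was covered at 3215988 CpGs in siCon and 3111224 in siH19. At least 5 reads in each library were available at 3416032 cytosines of 2054805 CpGs, with median depths of 23 and 22. Of these cytosines 27.8% lay inside CCGG and 17.9% inside TCGA. A cytosine with at least 5 reads in both libraries was present in 49.0% of the 75059 computed CpG islands and in 53.0% of the 55450 promoters.

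The first comparison asked whether the level of methylation differed across the genome after knockdown of H19. The read-weighted level was 41.4% in siCon and 40.5% in siH19, a difference of -0.894 percentage points. Without restriction-site cytosines, which are examined below, it was 25.6% in siCon and 25.1% in siH19. Over all cytosines, the unweighted mean of cytosine levels differed by 0.481 points, in the opposite direction. With the same weight per cytosine in both libraries, an alternative chosen after seeing the data, the difference was 0.440 points. The direction of the global difference therefore depended on the weighting. The read-weighted level was lower in siH19 on 19 of 19 autosomes, with differences from -1.67 to -0.198 points, and the unweighted level was higher on 19 of 19, with differences from 0.408 to 0.532 points. On chromosome X siH19 was higher by 1.30 points read-weighted and by 0.970 points with the same weight per cytosine. On chromosome Y, with 1932 cytosines, siH19 was higher by 3.84 points read-weighted and by 2.23 points with the same weight per cytosine. Across the 2562861 cytosines with at least 10 reads in each library, which are not independent replicates, levels correlated between the libraries with Pearson's r of 0.968 and Spearman's rho of 0.934.

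By genomic feature, the read-weighted promoter level was 20.7% in siCon and 20.2% in siH19, while the unweighted promoter level was higher in siH19 by 0.276 points. Exons outside promoters had 63.4% and 64.2%, introns 59.5% and 60.2%, and intergenic cytosines 52.5% and 53.1%. CpG islands had 22.1% in both libraries read-weighted and were higher in siH19 by 0.298 points unweighted. Cytosines outside CpG islands had 58.3% and 59.5%, with an unweighted difference of 0.594 points. These levels include restriction-site cytosines, which read as methylated on the filled-in strand even in unmethylated islands, as given below. Without them the read-weighted levels in siCon and siH19 were 9.5% and 9.4% in promoters and 12.5% and 12.7% in CpG islands. The levels of the other features were also lower without them.

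The second comparison asked which cytosines differed between the libraries. A Fisher p-value under 0.05 was found at 125313 of 3416032 cytosines, of which 68983 were higher and 56330 lower in siH19. Read sampling alone gave 45008 such cytosines in the simulation. After Benjamini-Hochberg adjustment 8077 cytosines had an adjusted p-value under 0.05, 4400 higher and 3677 lower, against 0 in the simulation. Among the alternatives able to make calls, the one that moved this count most was the beta-binomial test with the overdispersion of CpGs outside restriction sites, chosen after seeing the data, which gave 1. Strongly changed cytosines numbered 48414, of which 26842 were higher and 21572 lower, against 17169 in the simulation. Changes in both directions were thus of similar number, with 55.4% of the strongly changed cytosines higher in siH19.

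Restriction-site cytosines made up 45.8% of the cytosines compared, 62.2% of the strongly changed ones and 90.9% of those with an adjusted p-value under 0.05. Inside CCGG or TCGA 30124 cytosines were strongly changed, against 7197 simulated. Outside these sequences 18248 were strongly changed, against 9958 simulated, and when the adjustment was made over those cytosines alone 120 had an adjusted p-value under 0.05.

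**Figure D1:**
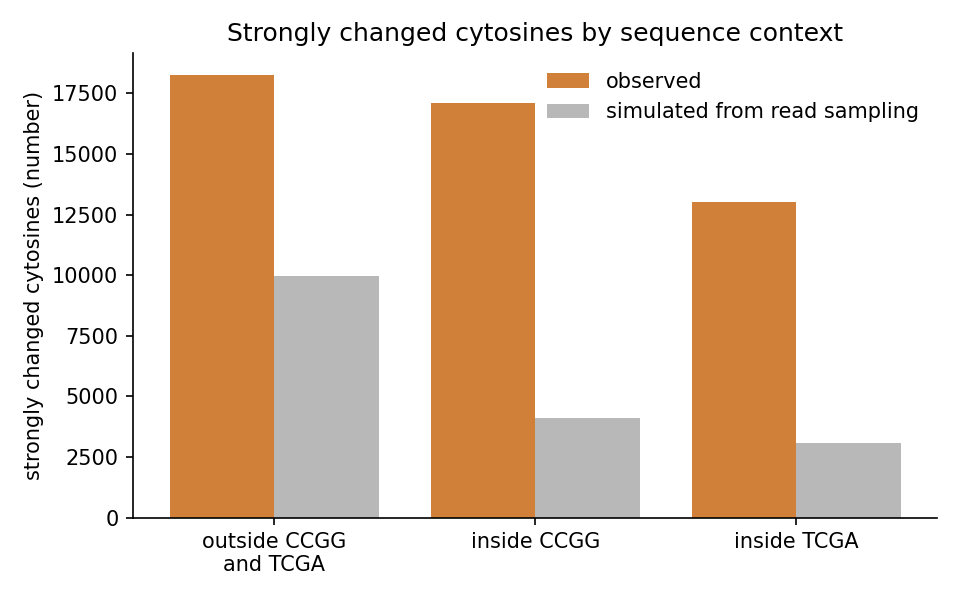
Number of strongly changed cytosines (vertical axis) outside CCGG and TCGA, inside CCGG and inside TCGA, as observed between the siH19 and siCon libraries and as simulated from read sampling. The observed number was 18248 outside both sequences, 17115 inside CCGG and 13009 inside TCGA, against 9958, 4117 and 3080 simulated.

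The cytosines on both strands of a CpG gave a measure of technical spread within 1 library. Among 1361227 CpGs with both strands covered, the strands differed with a p-value under 0.05 at 32.0% in siCon and at 31.9% in siH19. The same test between the libraries gave 4.06% for the plus strand and 4.03% for the minus strand. Outside CCGG and TCGA the strands differed at 3.54% of CpGs in siCon and 3.32% in siH19, which was above the 2.55% and 2.53% found between the libraries. The difference between the libraries outside restriction sites was therefore not larger than the spread between strands of the same library.

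Restriction-site cytosines were also compared by the side of the fragment they end, in 11662 CpG islands whose other cytosines were below 10% methylated in both libraries. Where a fragment of 40 to 220 bp lay on 1 side, the strand that end repair fills in with new nucleotides had 96.6% methylated reads in siCon and 96.6% in siH19, and the original strand had 3.03% and 3.38%.

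**Figure D2:**
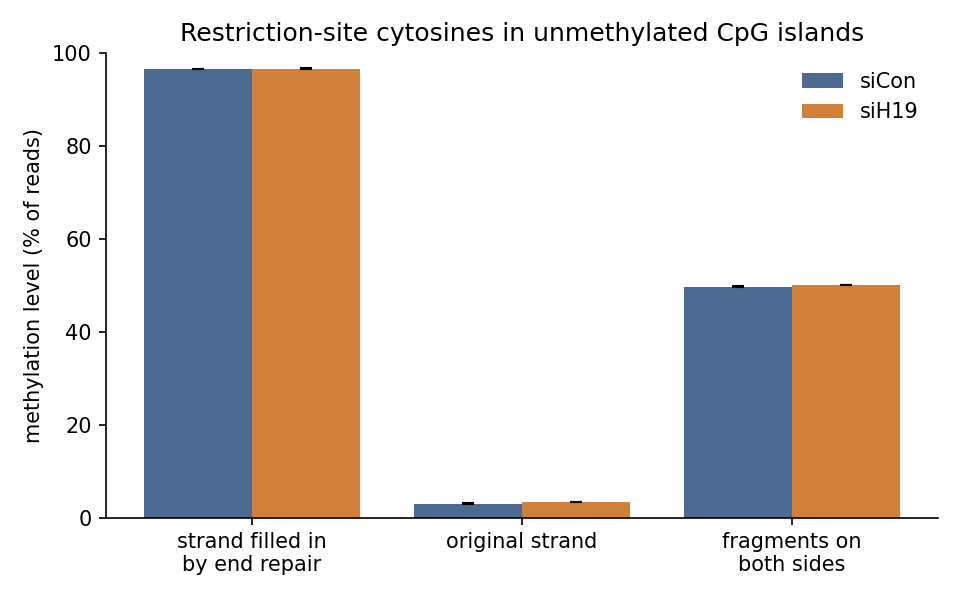
Methylation level in percent of reads (vertical axis) of restriction-site cytosines in unmethylated CpG islands in siCon and siH19, by whether the cytosine lies on the strand filled in by end repair, on the original strand, or between fragments on both sides, with Wilson 95% intervals as error bars. The filled-in strand had 96.6% in siCon and the original strand 3.03%, and cytosines with fragments on both sides had 49.7%.

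Support from the opposite strand was examined for strongly changed cytosines whose partner was covered. Among all of them the partner moved the same way in 27.3% (exact Clopper-Pearson 95% interval 26.8 to 27.7%). Inside CCGG or TCGA the share was 15.3% and outside these sequences it was 50.7% (49.8 to 51.5%). Across CpGs outside these sequences with at least 10 reads per strand and library, the differences of both strands correlated with r of 0.00983. On the same strand and outside these sequences, neighbouring cytosines less than 10 bp apart had correlated differences with r of 0.344, which fell to 0.0479 at 50 to 100 bp and 0.00792 at 200 to 500 bp. Over all cytosines r was 0.249, -0.0449 and -0.211 at these distances. These correlations are across cytosines, which are not independent replicates and often share reads.

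The third comparison asked which regions differed. Among 24255 promoters 356 were called, 207 higher and 149 lower in siH19, against 284 in the simulation of read sampling, 142 higher and 142 lower. Among 30627 CpG islands 420 were called, 272 higher and 148 lower, against 183 simulated, 110 higher and 73 lower. Among 200545 tiles of 1 kb 1965 were called, 1214 higher and 751 lower, against 1415 simulated, 744 higher and 671 lower. In the simulation each cytosine had the same level in both libraries, and 0 single cytosines had an adjusted p-value under 0.05. The simulated region calls therefore arose where the libraries spread their reads differently over the cytosines of a region. A region called on summed reads need not have changed in methylation. With no minimum difference 1058 promoters were higher and 1076 lower. Without restriction-site cytosines 491 promoters were called against 287 simulated, 594 islands against 254 and 2776 tiles against 1501. With cytosines as the units of a quasi-binomial test, 15 promoters were called, 15 higher and 0 lower. The same test called 20 islands, 18 higher and 2 lower, and 20 tiles, 20 higher and 0 lower.

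Of the promoters named by the preset rule, Tnfaip8 rose from 40.1% in siCon to 67.9% in siH19 (chromosome 18, 49978427 to 49980427, 25 cytosines, 459 and 371 reads, adjusted p 5.35e-13). Spaar rose from 55.8% to 82.5% (chromosome 4, 43729034 to 43731034, 12 cytosines, 163 and 257 reads, adjusted p 4.96e-07). Gm36546 rose from 53.4% to 79.7% (chromosome 7, 43670314 to 43672314, 20 cytosines, 459 and 478 reads, adjusted p 5.09e-15), but with at least 10 reads per cytosine its difference was 2.42 points. Gm15418 fell from 52.3% to 30.4% (chromosome 8, 11186755 to 11188755, 18 cytosines, 264 and 546 reads, adjusted p 3.63e-07), and without restriction-site cytosines its difference was -5.30 points with an adjusted p of 0.463. Gm16580 fell from 78.4% to 56.8% (chromosome 17, 26268337 to 26270337, 11 cytosines, 194 and 220 reads, adjusted p 0.000175) and Gm44734 from 78.3% to 57.5% (chromosome 7, 73607948 to 73609948, 12 cytosines, 83 and 106 reads, adjusted p 0.0385). None of these 6 promoters passed the quasi-binomial test after adjustment, and a different spread of reads over their cytosines was not excluded.

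Of the CpG islands named by the same rule, an island within Sox2ot rose from 29.1% to 56.2% (chromosome 3, 34641891 to 34642565, 11 cytosines, 79 reads in siCon, adjusted p 0.00311). Islands outside annotated genes rose on chromosome 6 (19325180 to 19325944) from 32.2% to 59.1% with an adjusted p of 1.05e-06 and on chromosome 3 (106922785 to 106923294) from 42.2% to 66.7% with an adjusted p of 6.39e-09. Islands outside annotated genes fell on chromosome 7 (90419219 to 90419637) from 77.3% to 47.7% with an adjusted p of 0.00108 and on chromosome 4 (123981549 to 123981775) from 84.6% to 58.0% with an adjusted p of 5.50e-12. An island overlapping an exon of Sh3pxd2a fell from 71.7% to 46.5% (chromosome 19, 47260038 to 47260239, 219 and 286 reads, adjusted p 2.66e-06). None of these 6 islands passed the quasi-binomial test after adjustment, and a different spread of reads over their cytosines was not excluded.

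At single CpGs, 5483 CpGs had a strongly changed cytosine and moved the same way on both strands with at least 10 reads per strand and library, and 90 of them were strongly changed on both strands, 50 higher and 40 lower. The lowest p-value among those that rose belonged to a CpG in an exon and the promoter of Gm10800 (chromosome 2, 98667004), in a soft-masked repeat, where the plus strand rose from 3.89% of 565 reads to 55.8% of 1013 reads (p 2.11e-111) and the minus strand from 85.7% to 89.7%. The next were a CCGG cytosine in the promoter of Coil (chromosome 11, 88974297), whose minus strand rose from 42.1% to 85.7% (p 7.37e-11), and a TCGA cytosine in the promoter of Fem1c (chromosome 18, 46525292), whose minus strand rose from 7.69% to 59.6% (p 1.89e-10). The lowest p-value among those that fell belonged to a CpG in an intron of Galnt2 (chromosome 8, 124278217), where the plus strand fell from 81.0% to 21.6% (p 4.41e-10) and the minus strand from 45.5% to 28.9% (p 0.0426). The others were a TCGA cytosine outside annotated genes on chromosome 5 (146622786), whose plus strand fell from 61.7% to 2.78% (p 6.15e-09), and a CCGG cytosine in the promoter of Ifnar1 (chromosome 16, 91485131), whose minus strand fell from 63.4% to 7.14% (p 4.36e-08). In the 4 of these 6 CpGs inside CCGG or TCGA the opposite strand moved by less than 4 points.

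The study followed up Nctc1, a long non-coding RNA gene near H19, and Bmp8b, Casp2, Cdt1, Foxa2 and Setd2. Apart from Nctc1, these genes were chosen by the study from the same libraries, so their values here are not independent evidence. The study also assayed a single region of each gene by methylation-specific PCR, as given under the reported values. The pooled promoter and gene-body levels here do not measure those regions. Promoter levels in siCon and siH19 were 60.8% and 63.5% for Nctc1 (171 and 353 reads), 76.8% and 74.0% for Bmp8b (2716 and 3196 reads), 15.2% and 13.9% for Casp2 (612 and 524 reads), 13.2% and 14.1% for Cdt1 (2453 and 1621 reads), 42.4% and 43.4% for Foxa2 (816 and 544 reads) and 6.98% and 7.36% for Setd2 (2778 and 4173 reads). Adjusted over the list alone 0 promoters had an adjusted p-value under 0.05, as when adjusted over all promoters, and 1 had an unadjusted p-value under 0.05 (Bmp8b, p 0.0110, lower in siH19). Without restriction-site cytosines 3 promoters had a list-adjusted p-value under 0.05, with differences of -4.77 points for Bmp8b, -1.12 for Cdt1 and 0.654 for Setd2. The mean promoter difference was 0.122 ± 1.93 points (SD, n = 6 genes, exact sign-flip p 0.906). The mean gene-body difference was 2.98 ± 3.34 points (SD, n = 6 genes, 5 higher and 1 lower, exact sign-flip p 0.0938). Without restriction-site cytosines it was 4.49 ± 3.76 points (SD, n = 5 genes, 5 higher, exact sign-flip p 0.0625, the smallest that 5 genes allow). The largest of these rises reversed with unweighted means, from 9.08 to -2.78 points for Nctc1 and from 7.73 to -0.297 for Cdt1. Bmp8b, Foxa2 and Setd2 stayed higher. Over gene bodies 3 of the 6 genes had a list-adjusted p-value under 0.05, Nctc1 with 6.15 points, Bmp8b with 3.06 and Cdt1 with 6.98, and the same 3 passed when adjusted over all genes. Their quasi-binomial p-values were 0.656, 0.0841 and 0.760. The unweighted mean of cytosine levels differed by -0.668 points for Nctc1, 2.17 for Bmp8b and 0.113 for Cdt1. In Nctc1, intron 1 (60.8% in siCon) had 171 reads in siCon and 353 in siH19. Intron 2 (28.4% in siCon) had 853 and 723 reads. The pooled difference of the Nctc1 gene body therefore depended in part on where the reads fell. Among 7 islands of 5 of these genes 2 had a list-adjusted p-value under 0.05, an island of Bmp8b (chromosome 4, 123104569 to 123105734) that fell by 3.84 points and an island of Foxa2 (chromosome 2, 148043820 to 148044949) that rose from 47.9% to 52.2%. The quasi-binomial p was 0.851 for the island of Bmp8b, with an unweighted difference of -0.520 points, and 0.000788 for that of Foxa2, with 5.45 points. Without restriction-site cytosines 4 of the 7 islands had a list-adjusted p-value under 0.05.

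**Figure D3:**
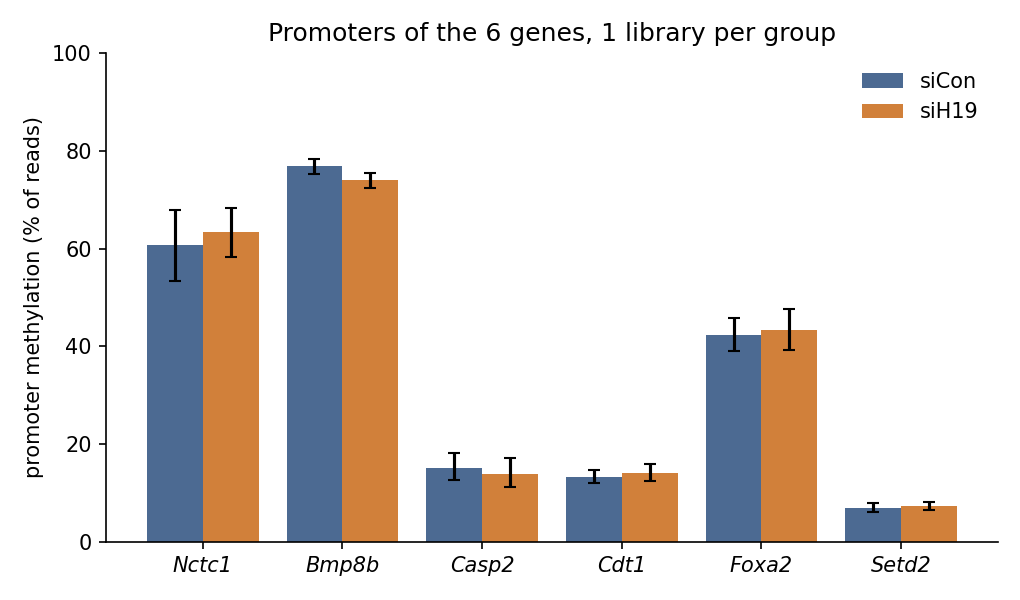
Promoter methylation in percent of reads (vertical axis) for the 6 genes in the siCon and siH19 libraries, with Wilson 95% intervals of the read counts as error bars. Restriction-site cytosines are included. The intervals of the libraries overlapped at each of the 6 promoters, with differences from -2.87 to 2.64 points.

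Of the 731 covered cytosines in these genes and their promoters 23 were strongly changed, 11 higher and 12 lower in siH19, and 11 of the 23 were restriction-site cytosines. In Casp2 a CCGG cytosine on the plus strand at position 42265109 of chromosome 6 rose from 15.4% of 13 reads to 100% of 7 reads (p 0.000464), while its partner fell from 42.9% to 11.1%. In the promoter of Cdt1 a CCGG cytosine on the minus strand at position 122567844 of chromosome 8 rose from 14.3% of 14 reads to 100% of 19 reads (adjusted p 0.000904), while its partner fell from 77.8% to 15.4%. In the promoter of Setd2 a CCGG cytosine on the minus strand at position 110532565 of chromosome 9 rose from 11.1% of 9 reads to 100% of 8 reads (p 0.000411). In an exon of Bmp8b a minus-strand cytosine outside restriction sites at position 123105493 of chromosome 4 rose from 0 of 6 reads to 91.7% of 24 reads (adjusted p 0.0277), while its partner moved from 71.4% to 64.9%. In an exon of Foxa2 a minus-strand cytosine at position 148044464 of chromosome 2 rose from 0 of 6 reads to 85.7% of 7 reads (p 0.00466), while its partner moved from 42.4% to 31.7%. These examples were picked after their values were seen, as the largest rise in each gene. In Nctc1 0 cytosines were strongly higher and 2 were strongly lower.

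At the Igf2-H19-Nctc1 locus on chromosome 7, the H19 promoter (142577143 to 142579143) had 41.5% in siCon and 34.7% in siH19 (691 and 1060 reads, p 0.00465, adjusted over the locus 0.0163), with differences of 1.30 points on the plus strand and -9.14 points on the minus strand. The H19 gene body had 41.8% and 40.7%, the interval from 2 to 4 kb upstream of the H19 start 27.8% and 27.3%, and Igf2 45.6% and 44.5%. Unweighted, the same regions were higher in siH19, by 3.33, 1.35 and 0.743 points, with quasi-binomial p-values of 0.684, 0.473 and 0.0106. With at least 10 reads per cytosine Igf2 was higher by 0.625 points. The Nctc1 gene (142544609 to 142558596) had 36.0% and 42.2% (1096 and 1249 reads, p 0.00262, adjusted over the locus 0.0163), and the quasi-binomial p was 0.656. Its intron 1 had 60.8% and 63.5% over 10 cytosines. Its intron 2 (142545384 to 142555033) had 28.4% (25.4 to 31.5%) of 853 reads in siCon and 25.9% (22.8 to 29.2%) of 723 reads in siH19 over 34 cytosines (p 0.281), and without restriction-site cytosines 5.65% and 4.85%. The largest rise among its cytosines was at a TCGA cytosine at position 142551245, from 13 methylated of 26 reads to 73.7% of 38 reads (p 0.0667), picked after the values were seen. The pooled level of intron 2 was thus lower in siH19, by a difference within the intervals of the counts.

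**Figure D4:**
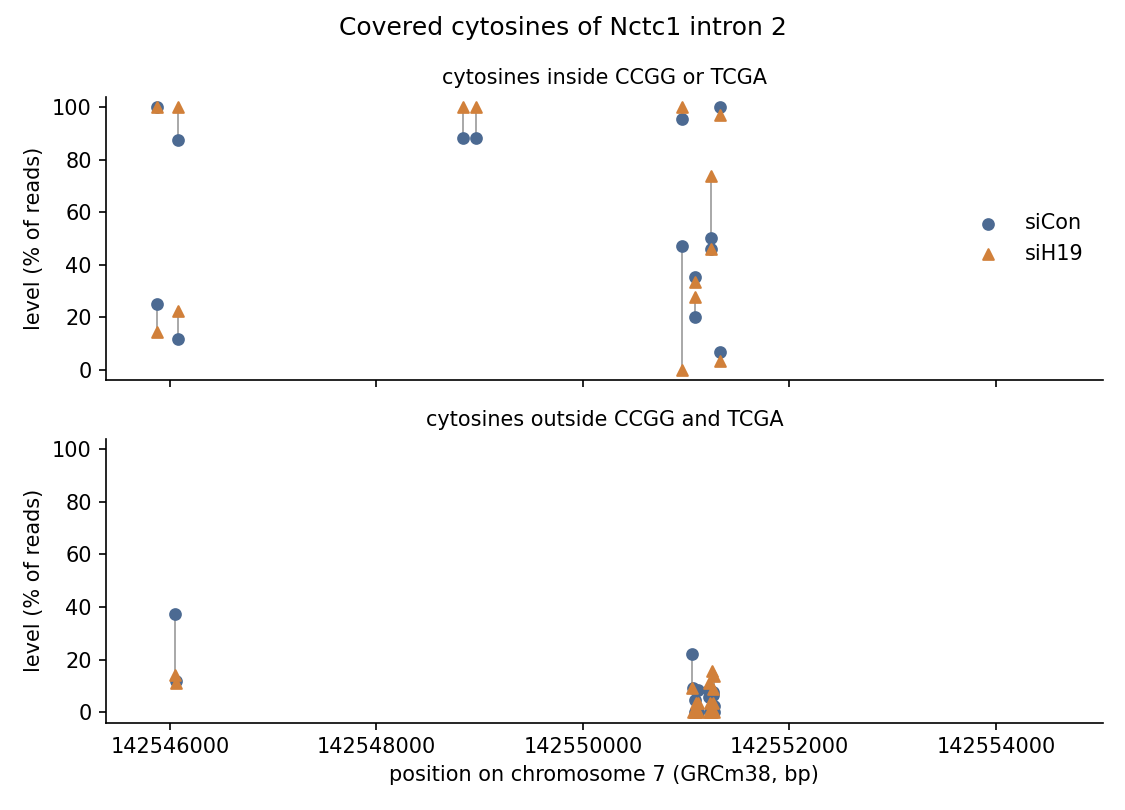
Methylation level in percent of reads (vertical axis) of each of the 34 covered cytosines in intron 2 of Nctc1 by position on chromosome 7 (horizontal axis, bp, GRCm38), in siCon and siH19, with the cytosines inside CCGG or TCGA above and the others underneath. The covered cytosines lie between 142545872 and 142551331, and the pooled level was 28.4% in siCon and 25.9% in siH19.

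Imprinted genes, which are expressed from 1 parental allele, were covered at 13 promoters of the 15 listed. Their mean difference was 1.82 ± 5.67 points (SD, n = 13 genes), 8 higher and 5 lower in siH19, with an exact sign-flip p of 0.301. Adjusted over the list alone 3 promoters had an adjusted p-value under 0.05, and 2 when adjusted over all promoters. Kcnq1ot1 rose from 36.5% to 53.7% (244 and 229 reads, list-adjusted p 0.00214, quasi-binomial p 0.00220), Zrsr1 rose from 42.2% to 47.4% (2696 and 2122 reads, list-adjusted p 0.00214, quasi-binomial p 0.4998, unweighted difference 3.14 points) and H19 fell as given above (list-adjusted p 0.0201). For H19 the quasi-binomial p was 0.0352. Its list-adjusted p was 0.107 with at least 10 reads per cytosine and 0.00315 without restriction-site cytosines, where the difference was -8.89 points, and its unweighted difference was -2.10 points. Over the 15 gene bodies the mean difference was 1.47 ± 2.38 points (SD, n = 15 genes, exact sign-flip p 0.0326 against 0). Over the whole libraries, introns were higher in siH19 by 0.732 points and exons by 0.856, read-weighted. The sign flips did not allow for that rise, so a difference specific to imprinted genes was not shown. List-adjusted p-values were under 0.05 for 3 gene bodies. Of 23 islands of 14 of these genes 6 had a list-adjusted p-value under 0.05. The islands with the lowest quasi-binomial p-values among them were picked after the values were seen. An island within the Airn gene body (chromosome 17, 12768991 to 12770155) rose from 36.5% to 44.2% (3847 and 4619 reads, quasi-binomial p 3.71e-08). An island within the Impact gene body (chromosome 18, 12973079 to 12974645) rose from 41.5% to 48.0% (2175 and 1874 reads, quasi-binomial p 6.58e-05). Both lay outside the promoter window of the named gene, so these values are not those of its promoter. The island at the Airn start (12741262 to 12742677) went from 45.6% in siCon to 44.5% in siH19. Over the promoters of 12 genes of the methyl cycle and DNA methylation the mean difference was -0.650 ± 1.93 points (SD, n = 12 genes, exact sign-flip p 0.280). Adjusted over the list alone 2 of these promoters had an adjusted p-value under 0.05, and 1 when adjusted over all promoters. Dnmt3a fell from 11.1% to 8.94% (list-adjusted p 0.00704) and Dnmt3b from 9.04% to 7.49% (list-adjusted p 0.0349). The mean of cytosine levels differed by -0.141 points for Dnmt3a and -0.416 for Dnmt3b. Without restriction-site cytosines Dnmt3a differed by -0.589 points (list-adjusted p 0.304) and Dnmt3b by -0.962 points (list-adjusted p 0.00629). Ahcy, which encodes the enzyme SAHH, then rose from 2.38% to 4.23% (3020 and 2881 reads, list-adjusted p 0.000737), against 14.8% and 16.5% over all cytosines (list-adjusted p 0.0927). The mean gene-body difference was 2.51 ± 4.43 points (SD, n = 12 genes, 8 higher and 4 lower, exact sign-flip p 0.0742), with the largest rise in Mtr (10.9 points, unweighted 0.916) and the next in Uhrf1 (8.23 points, unweighted -0.200). The unweighted differences of the 12 gene bodies ran from -0.471 points for Ahcyl2 to 1.27 for Dnmt3a, so the size of this mean depended on the weighting. Over gene bodies 7 of the 12 genes had a list-adjusted p-value under 0.05 and 0 had a quasi-binomial p-value under 0.05, and of 22 islands 0 had a list-adjusted p-value under 0.05, against 2 of 18 without restriction-site cytosines.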

Values the study reported

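The study described its bisulfite platform as able to cover >85% of annotated CpG islands and >80% of gene promoters. It reported that H19 was reduced to ∼20% of the control level by the small interfering RNA. By quantitative methylation-specific PCR it reported a 30% increase in a differentially methylated region within the core muscle enhancer, which lies in Nctc1. The same assay was reported to show higher methylation after H19 knockdown in a single region of each of Bmp8b, Casp2, Cdt1, Foxa2 and Setd2. Adding a small interfering RNA against SAHH, or an SAHH inhibitor, was reported to return these regions to the control level. Small interfering RNAs against Dnmt3b were reported to do so partially or fully.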

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

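The alternatives with the same weight per cytosine, with the overdispersion of CpGs outside restriction sites, with fragments of 80 to 200 bp, and those of the simulated number and of the restriction-site share were chosen after seeing the data. No paired analysis was possible because each group had 1 library, and for the same reason no replicate was left out and no other split of the samples exists.

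The global difference, -0.894 points as reported, stayed below 0 with at least 10 reads (-0.811) or 20 reads (-0.776), summed strands (-0.976), without the deepest cytosines (-0.847), without restriction-site cytosines (-0.437), without soft-masked repeats (-1.43), on autosomes (-0.956) and over cytosines of each library shared or not (-1.09). It reversed to 0.481 with unweighted means, 0.445 with equalised depth and 0.440 with the same weight per cytosine. These 3 give each cytosine the same weight in both libraries, and the weighting itself is the cause. With unweighted means 0 of 19 autosomes were lower. The promoter difference was -0.350 within 500 bp and -0.430 with at least 10 reads. With promoters within 500 bp the exon difference moved from 0.856 to 0.518, that of introns from 0.732 to 0.123 and that of intergenic cytosines from 0.624 to 0.535. The CpG island difference of -0.0350 reversed to 0.00138 with at least 10 reads, to 0.298 with unweighted means and to 0.294 with the same weight per cytosine. The cause of the first of these was not tested.

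The 125313 cytosines with a Fisher p-value under 0.05 became 81940 with at least 20 reads, 46754 without restriction-site cytosines, 79807 with equalised depth, 49413 at a threshold of 0.01, 0 with the beta-binomial test using the overdispersion of the strand comparison, 38477 using that of CpGs outside restriction sites, and 21255 outside restriction sites in fragments of 80 to 200 bp. The 8077 with an adjusted p-value under 0.05 became 253 with summed strands, 120 without restriction-site cytosines, 4091 with equalised depth, 3409 at a threshold of 0.01, 0 and 1 with the 2 beta-binomial tests in the same order, and 4 outside restriction sites in fragments of 80 to 200 bp. The overdispersion of the strand comparison includes the disagreement of strands at restriction sites, and with it no cytosine had a p-value under 0.05. That test was not shown able to call any change, so its counts of 0 say nothing about the calls. The 48414 strongly changed cytosines became 15784 with at least 20 reads, 20304 with summed strands, 18248 without restriction-site cytosines, 98669 at 20 points, 14789 at 50 points, 175 where both cytosines of the CpG had to pass, and 7834 outside restriction sites in fragments of 80 to 200 bp. Fewer cytosines tested lowers several of these counts; the causes were otherwise not tested. The other alternatives left the 3 counts within 1.5 times. The simulated number of strongly changed cytosines, 17169, was 9958 without restriction-site cytosines and 9767 with at least 10 reads, where the restriction-site share was 68.3%.

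The share of CpGs whose strands differed within a library was 31.3% in siCon and 31.2% in siH19 with at least 10 reads, and 3.54% and 3.32% without restriction-site cytosines. Partners moving the same way made up 22.2% and 50.7% under those settings. The correlation between libraries was 0.957 at 5 reads and 0.974 at 20 reads. That between neighbouring cytosines was 0.344 as reported and 0.345 at 20 reads.

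Called promoters numbered 42 at 20 points, 2134 with no minimum difference, 15 by the quasi-binomial test, 220 within 500 bp and 596 from 2 kb upstream to the start, against 356. Called islands numbered 81, 1488 and 20 under the first 3 of these, against 420, and called tiles 457, 3342 and 20, against 1965. Regions stayed within 1.5 times with at least 10 covered cytosines, at least 10 reads, without restriction-site cytosines and with 500 bp tiles. The causes were not tested. The quasi-binomial test had little power on simulated regions, which had fewer cytosines than the median promoter or island. Its power in the real regions was not measured.

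The mean promoter difference of the 6 genes moved to -0.133 with unweighted means and -0.957 without restriction-site cytosines, where 3 promoters passed and that of Cdt1 reversed to -1.12. Their 23 strongly changed cytosines became 12 with at least 10 reads and 12 without restriction-site cytosines. The Nctc1 gene difference of 6.15 reversed to -0.668 with unweighted means, and stayed above 0 with at least 10 reads and without restriction-site cytosines. The methyl-cycle mean moved to 0.0993 without restriction-site cytosines, and 1 of its promoters passed with at least 10 reads. The imprinted promoter mean stayed above 0 and not past the threshold under each alternative. The imprinted gene-body mean was 2.13 points without restriction-site cytosines (exact sign-flip p 0.0382), past the threshold as it was over all cytosines. Both tests were against 0 and not against the rise of introns and exons over the whole libraries. The Nctc1 reversal goes with the spread of reads over its introns given above, and the other causes were not tested. Without restriction-site cytosines the promoters of Nctc1, Tet1 and Tet3 had too few covered cytosines for a value, and so had several named promoters and islands and the Tet3 promoter with at least 10 reads.

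Among 31 single gene promoters with 89 alternative values, 61 were the same, 7 weaker, 3 stronger, 17 moved and 1 reversed. Among the 12 named promoters and islands with 31 alternative values, 16 were the same and 15 weaker. The 12 alternative values of the 6 named CpGs kept direction and a p-value under 0.05. With summed strands 4 of the 6 were under 33 points, at 28.2 on chromosome 11, 30.2 on chromosome 18, -24.8 on chromosome 5 and -19.8 on chromosome 16. Depth limits single cytosines: of cytosines changed by 50 points in simulated data 83% were recovered at these depths.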

Other observations

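The tests of incomplete conversion and the tests of a change in methylation by the correlation or direction of both strands were chosen only after the results were seen. The test of even methylated counts against simulated ones was also chosen only after the observed shares were seen. The reading of the ratio and of the even counts in fragments of 80 to 200 bp was changed after both were seen, from excluding mate counting to leaving it open.

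The strands of CpGs inside CCGG or TCGA disagreed within each library, at 67.7% of CpGs in siCon and 67.6% in siH19. Both enzymes leave an overhang that end repair fills in with new nucleotides, so that 1 strand at each fragment end does not come from the cell. In 11662 CpG islands whose other cytosines were below 10% methylated in both libraries, the strand that should be filled in read as 96.6% methylated in siCon (752996 reads) and 96.6% in siH19, and the original strand as 3.03% and 3.38%. Where fragments of 40 to 220 bp lay on both sides the level was 49.7% in siCon. Hemimethylation of the cells' DNA would not follow the side of the sequenced fragment, yet the predicted filled-in strand was the higher one in 99.7% of 235850 disagreeing CpGs in siCon. A candidate explanation is that filled-in cytosines stayed in the deposited counts and were read as methylated. That needs new nucleotides with methylated cytosine, or with cytosine that bisulfite did not convert. The methods do not state which nucleotides were used. The explanation was not tested on the reads. The methods state that filled-in nucleotides were removed.

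Mitochondrial CpGs gave methylated calls at 54.6% of reads inside CCGG and 37.8% inside TCGA in siCon, and at 1.00% outside both. Incomplete bisulfite conversion would act on all of them alike, so it could not give the 54.6%. The share outside both sequences was 1.37% in siH19.

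Strongly changed cytosines inside CCGG or TCGA were examined in the same unmethylated islands. Where 2 fragments meet at a restriction site, the filled-in strand of one and the original strand of the other are read at the same cytosine, so its level would follow their relative depth. Across 54046 such cytosines the difference between the libraries correlated with r of 0.952 with the difference computed from the depths of other cytosines in the adjoining fragments (at most 0.0142 in 1000 shuffles), and 3962 of 3966 strongly changed ones moved the predicted way. These depths come in part from the same reads as the levels. A change in methylation would move both cytosines of a CpG together, but across CpGs inside CCGG or TCGA their differences correlated with r of -0.394. Unequal sampling of the adjoining fragments may therefore account for most of these calls in unmethylated islands; sites elsewhere were not tested this way. The Casp2, Cdt1 and Setd2 cytosines with the largest rises are inside CCGG, and whether unequal sampling accounts for them was not tested one by one.

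The strongly changed cytosines outside CCGG and TCGA exceeded the simulated number. A change of the CpG between siCon and siH19 would move both strands, but partners moved the same way in 50.7% of cases, so it could not account for the excess as a set. Partners with a p-value under 0.05 of their own were somewhat more often in the same direction (4.32%) than in the opposite one (3.42%), and a small number of changed CpGs stays open. The ratio of observed to simulated strongly changed cytosines was 3.54 in fragments of 40 to 80 bp and 1.34 (1.30 to 1.39) in fragments of 80 to 200 bp. It was 2.39 at 260 to 300 bp (98 against 41 cytosines) and 2.39 at 300 to 400 bp (122 against 51), which stayed unexplained. Counting both mates of overlapping read pairs may account for part of the excess in short fragments: at even totals with methylated and unmethylated reads present the methylated count was even in 77.9% of cytosines in fragments of 40 to 80 bp in siCon, against 56.2% in counts simulated from read sampling. In fragments of 80 to 200 bp the share was 56.8% (56.5 to 57.1%) in siCon against 56.1% (55.8 to 56.4%) simulated, and 56.7% in siH19 against 56.3%. That argues against both mates being counted for all reads there. Mates counted for part of the reads would hardly change this share, so they stay open for the ratio of 1.34, as do copies of the same molecule and differences between cultures.

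Even read totals were in excess, at 83.1% of cytosines with 10 to 29 reads in fragments of 40 to 60 bp in siCon and 73.3% in siH19. The share was 58.7% at 60 to 80 bp and 50.2% at 80 to 100 bp in siCon, which is consistent with both mates of overlapping pairs being counted (83.1%). Paired copies from amplification would give the same excess at all lengths, which the 50.2% at 80 to 100 bp argues against. At 20 to 40 bp, with 2476 cytosines, the share was 53.5% in siCon and 55.1% in siH19, which goes against that trend, and in siH19 it rose again to 56.3% at 220 to 260 bp. Both stayed unexplained. The methods do not state whether these libraries were read from both ends, which the counting of mates needs. Where mates are counted together, the Fisher p-values of single cytosines are too small. No biological explanation was tested.

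The read-weighted and unweighted global differences had opposite signs. With the same weight per cytosine the difference was 0.440 points, which is consistent with the libraries spreading their reads differently over low and high cytosines. A change in methylation of less than 1 point between siCon and siH19 stays open, since 1 library per group gives no spread between cultures.

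Chromosomes X and Y rose more in siH19 than each of the 19 autosomes. On Y the difference was 3.84 points read-weighted, 4.62 without restriction-site cytosines and 2.23 with the same weight per cytosine, and its cause was not tested. Without restriction-site cytosines the X difference was 2.24 points, against -1.27 to 0.532 on autosomes, and with the same weight per cytosine it was 0.970 points, against 0.372 to 0.480. Neither restriction-site cytosines nor the spread of the reads could account for the difference on X. Whether it came from the knockdown or from a difference between cultures was not tested.

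A cytosine with at least 1 read was present in 59.7% of CpG islands in siCon and 58.8% in siH19, and one with at least 5 reads in both libraries in 49.0%. These shares are lower than the one quoted above, which describes the platform and annotated islands, while the islands here were computed by sequence criteria. At least 1 read was present in 64.2% of promoters in siCon and 62.9% in siH19, and at least 5 reads in both libraries in 53.0%. These shares are also lower than the one quoted above, which describes the platform and not these libraries. The pooled level of Nctc1 intron 2 differed by -2.51 points (Fisher's exact p 0.281), which is within the intervals of the counts. The increase in Nctc1 quoted from the study above came from another assay and a narrower region, within the core muscle enhancer. The cytosines of that enhancer were not pooled by themselves. Most covered cytosines and reads of the intron lay 7.27 to 7.64 kb from the Nctc1 start. The paper places the enhancer in this intron at about that distance from the promoter, and it chose the region of its assay from these libraries. The intron difference therefore gives no sign of a rise spread over the covered cytosines. It does not measure the narrower region of that assay.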
